# Quality Evaluation of Methyl Binding Domain Based Kits for Enrichment DNA-Methylation Sequencing

**DOI:** 10.1371/journal.pone.0059068

**Published:** 2013-03-15

**Authors:** Tim De Meyer, Evi Mampaey, Michaël Vlemmix, Simon Denil, Geert Trooskens, Jean-Pierre Renard, Sarah De Keulenaer, Pierre Dehan, Gerben Menschaert, Wim Van Criekinge

## Abstract

DNA-methylation is an important epigenetic feature in health and disease. Methylated sequence capturing by Methyl Binding Domain (MBD) based enrichment followed by second-generation sequencing provides the best combination of sensitivity and cost-efficiency for genome-wide DNA-methylation profiling. However, existing implementations are numerous, and quality control and optimization require expensive external validation. Therefore, this study has two aims: 1) to identify a best performing kit for MBD-based enrichment using independent validation data, and 2) to evaluate whether quality evaluation can also be performed solely based on the characteristics of the generated sequences. Five commercially available kits for MBD enrichment were combined with Illumina GAIIx sequencing for three cell lines (HCT15, DU145, PC3). Reduced representation bisulfite sequencing data (all three cell lines) and publicly available Illumina Infinium BeadChip data (DU145 and PC3) were used for benchmarking. Consistent large-scale differences in yield, sensitivity and specificity between the different kits could be identified, with Diagenode's MethylCap kit as overall best performing kit under the tested conditions. This kit could also be identified with the Fragment CpG-plot, which summarizes the CpG content of the captured fragments, implying that the latter can be used as a tool to monitor data quality. In conclusion, there are major quality differences between kits for MBD-based capturing of methylated DNA, with the MethylCap kit performing best under the used settings. The Fragment CpG-plot is able to monitor data quality based on inherent sequence data characteristics, and is therefore a cost-efficient tool for experimental optimization, but also to monitor quality throughout routine applications.

## Introduction

DNA-methylation is an epigenetic process associated with gene expression regulation. In mammalian somatic cells, it predominantly occurs at cytosines in a CpG-dinucleotide context, and it is catalyzed by DNA-methyltransferases. In the human genome, up to 80% of CpGs have been reported to be methylated. While this appears to be a fixed status for most CpGs, the methylation degree of longer stretches of DNA enriched in CpG-dinucleotides, i.e. "CpG-islands", is more versatile and particularly associated with transcriptional regulation, e.g. in cellular differentiation, imprinting of paternal/maternal alleles and female X chromosome inactivation [1], [2]. Particularly when located in promoter or first exon regions, CpG-island methylation has been reported to lead to transcriptional silencing [3]. Aberrant DNA-methylation has been associated with a plethora of diseases, including most types of cancer, cardiovascular disease and Alzheimer's disease [4], [5], [6]. In these and other diseases, DNA-methylation studies have led to the identification of novel biomarkers and risk factors, with clinical applications in the diagnostic, prognostic and pharmacogenomics fields [7], [8], [9], [10], [11].

Until recently, applications were predominantly limited to locus specific methylation assays, for examples see references [9], [12], but the advent of high-throughput technologies has introduced the possibility of genome-wide DNA-methylation profiling. Most methodologies are based on the application of bisulfite treatment to genomic DNA, which chemically converts unmethylated cytosines to uracil, but leaves methylated cytosines intact. Uracil corresponds to thymine with respect to its basepairing behavior. After sequencing, DNA-methylation status differences are implied by sequence differences as only unmethylated cytosines will be observed as thymines [13]. Whole genome sequencing of bisulfite treated DNA is possible, but as sufficient coverage over the full genome should be obtained for quantification, costs are currently even higher than for normal whole genome sequencing. Methods such as reduced representation bisulfite sequencing (RRBS) [14] therefore reduce the proportion of the genome to be sequenced. Alternatively, relatively inexpensive bead array-based methods have been developed for bisulfite treated DNA (Illumina Infinium BeadChip) [15]. Besides the traditional array problems, even though the novel 450k Infinium BeadChips covers a major part of the human DNA-methylome [16], the genome-wide character and quality of these assays are inherently limited by the probe design.

The major alternative for bisulfite treated DNA-characterization is the purification of methylated DNA-fragments followed by sequencing, which allows for a cost-efficient (order of magnitude, 10^3^ €), genome-wide approach. Although there are several possibilities with often complementary strengths [17], specific antibodies for methylated DNA immuno-precipitation (MeDIP) [18], [19] are most widely used. However, the application of methyl-CpG binding domain (MBD) proteins [20], [21] for affinity based purification is believed to be inherently better due to the biological origin of the MBD. A recent study demonstrated that, when total coverage is sufficient, MBD-seq (also called MethylCap-seq or MiGS) is generally more sensitive than MeDIP-seq [22], [23] and methylation specific microarrays (after bisulfite treatment) [22]. A greater sensitivity for MBD compared to MEDIP was also confirmed in a microarray based study [24]. Therefore, until further optimization of sequencing technologies allows for a cost-efficient whole-genome sequencing of bisulfite treated DNA or direct detection of methylated cytosines at base-resolution, MBD-seq might easily become the most widely used methodology.

Lately, several commercial ‘DNA-methylation capturing’ kits for MBD-based affinity purification have been developed, typically with different options regarding salt concentration for the elution step. For an optimal analysis it is important to use the most sensitive and specific methodology available. However, independent information about the yield, specificity and sensitivity of these kits (and the different options) is completely absent, and the only manner to assess this is to use expensive external validation, e.g. by bisulfite sequencing. In addition, there are no objective measures to identify aberrant profiles which should be excluded from further analysis. Indeed, while MBD-seq is rapidly gaining importance, there is a need for a straightforward quality evaluation tool, cf. the diagnostic plots for microarrays e.g. [25]. The Fragment CpG-plot, depicting the CpG content of the captured fragments, has the potential to be such a tool.

Therefore, we evaluated five commercially available MBD-based DNA-methylation purification kits for combination with next generation sequencing, and results were benchmarked by two sets of data generated using other platforms (RRBS and Infinium HumanMethylation27 BeadChips). In order to evaluate the consistency of the results, conclusions were compared between three different cell lines (HCT15, DU145 and PC3). Subsequently, it was assessed whether the same conclusions could be obtained based solely on the Fragment CpG plot.

## Materials and Methods

### Sample preparation

We used 3 different human cell lines: DU145, PC3 (prostate cancer) and HCT15 (colon cancer). Cell lines PC3 and HCT15 were purchased from ATCC and were collected at passage 3. Cell line DU145 was purchased from CHU Liège and cells were collected at passage 9. Genomic DNA was extracted from these cell lines with the Easy DNA kit (Invitrogen K1800-01) according to protocol #4. The DNA concentration was measured on a NanoDrop ND-1000 (Thermo Scientific, Wilmington, North Carolina, USA).

### DNA fragmentation

Fragmentation of the genomic DNA was performed on Covaris S2 (Covaris, Woburn, Massachusetts, USA) with following settings: duty cycle 10%, intensity 5, 200 cycles per burst during 180 seconds to obtain fragments with an average length of 200 bp. The power mode was frequency sweeping, temperature 6–8°C and water level 12. 500 ng was loaded in 130 µl TE (1∶5) in a microtube with AFA intensifier (Covaris, Woburn, Massachusetts, USA). Length of the fragments was analyzed on a DNA High Sensitivity chip on an Agilent 2100 (Agilent Technologies, Santa Clara, California, USA). Concentration was determined on a FluoStar Optima plate reader (BMG Labtech, Offenburg, Germany) with the Quant-iT™ Picogreen® dsDNA assay kit (Invitrogen P7589, Merelbeke, Belgium) on 480/520 nm.

### Kit selection and methylated DNA capturing

All MBD-based capturing kits commercially available at the time of study initiation were included in this study. Tested kits, with indication of used MBDs (although typically recombinant forms), were: MethylMagnet™ mCpG DNA isolation kit (MBD2b) (Ribomed MM101-K, Carlsbad, California, USA), MethylCollector™ (MBD2b) and MethylCollector™ Ultra (MBD2b and MBD3L1) (Active Motif 55005, Carlsbad, California, USA), MethylCap™ kit (MBD from MeCP2) (Diagenode AF-100-0048, Liège, Belgium), MethylMiner™ Methylated DNA Enrichment Kit (MBD2) (Invitrogen ME10025, Merelbeke, Belgium). For the remainder of the manuscript, these kits are referred to as respectively MethylMagnet, MethylCollector, MethylCollector Ultra, MethylCap and MethylMiner kits. Frequency of use, as estimated by Google Scholar citations (http://scholar.google.com) at the beginning of January 2013, were roughly 50 times for the MethylCollector kits, 25 times for MethylCap and 50 times for MethylMiner, whereas only 3 references to the MethylMagnet kit could be found.

For each cell line, 200 ng of the fragmented DNA was subjected to every kit following the manufacturer's recommended protocol using the highest salt concentration and with the only exception that short (< = 5 min) centrifugation and rotation steps were performed at room temperature (instead of 4°C) for the MethylCap kit. Quantification of the captured DNA was performed with the FluoStar Optima plate reader (BMG Labtech) with the Quant-iT™ Picogreen® dsDNA assay kit (Invitrogen P7589) on 480/520 nm. The eluted DNA was purified using a MinElute Reaction Cleanup kit (Qiagen 28204, Germantown, Maryland, USA).

### Illumina library preparation

As kit yields were often too low for reliable detection (Table 1), for each captured fraction, the complete amount of purified DNA was used for library preparation, which was performed with a modified ‘multiplexed paired-end ChIP protocol’ (Illumina, San Diego, California, USA). The NEBNext® DNA Sample Prep Master Mix Set 1 (New England BioLabs (NEB) E6040, Ipswich, Massachusetts, USA) was used in combination with the Multiplexing Sample Preparation Oligo Kit (Illumina PE-400-1001). For each kit, a different barcode was used for each cell line, implying that observed effects cannot be attributed to different barcode sequencing efficiencies.

**Table 1:** MBD-based kit yield, as physical yield, and as number of raw fragments, uniquely mapped fragments and non-duplicate uniquely mapped fragments after sequencing, for each cell line.

Cell line	MBD-based kit	a. Physical yield (ng)	b. Number of sequenced fragments*	c. Total uniquely mapped fragments (% of b)	d. Non-duplicate uniquely mapped fragments (% of c)
HCT15	MethylMagnet	4.85	1,805,640	734,996 (40.7)	60,194 (8.2%)
	MethylCollector	N/A	3,664,676	1,677,359 (45.8)	266,922 (15.9%)
	MC Ultra	6.30	3,576,381	1,514,976 (42.4)	655,819 (43.3%)
	MethylCap	9.38	11,531,844	6,632,940 (57.5)	3,916,243 (59.0%)
	MethylMiner	24.80	15,315,046	9,759,129 (63.7)	7,387,361 (75.7%)
DU145	MethylMagnet	1.75	155,564	81,179 (52.2)	10,054 (12.4)
	MethylCollector	N/A	230,880	120,948 (52.4)	29,656 (24.5)
	MC Ultra	N/A	146,551	79,066 (54.0)	30,357 (38.4)
	MethylCap	4.30	2,733,079	1,483,445 (54.3)	825,370 (55.6)
	MethylMiner	25.80	6,700,917	4,259,089 (63.6)	2,968,040 (69.7)
PC3	MethylMagnet	2.00	1,500,615	742,693 (49.5)	243,273 (32.8)
	MethylCollector	N/A	277,756	155,694 (56.1)	85,153 (54.7)
	MC Ultra	2.40	1,363,234	1,090,164 (80.0)	580,789 (53.3)
	MethylCap	8.45	2,763,144	1,672,190 (60.5)	952,757 (57.0)
	MethylMiner	48.30	3,103,308	2,179,903 (70.2)	2,102,540 (96.5)

MC Ultra indicates MethylCollector Ultra, and N/A indicates not available due to too low amounts for accurate measurements.

* Due to the paired-end sequencing, one fragment corresponds with 2 reads.

### Library amplification and sequencing

22*μ*l of DNA was subjected to PCR following the Illumina Library Amplification Index Protocol (Illumina) with 21 cycles of PCR amplification. PCR products were purified on Qiaquick PCR Purification columns (Qiagen 28101) and eluted in 50*μ*l elution buffer (1:5). Next, the libraries were concentrated in a rotary evaporator (Jouan 11176740, St-Herblain, France) to 10*μ*l and assessed using an Agilent 2100 High Sensitive DNA chip (Agilent Technologies). The concentration was determined by qPCR with a PhiX index3 standard solution (Illumina PE-400-1002). Only then, libraries were pooled per four (2*μ*l aliquots at 10nM of each individual library), and each of these pools was used for NaOH denaturation. After denaturation, pools were diluted to 10pM and used for sequencing on an Illumina Genome Analyzer IIx following the Illumina protocol: ’performing a multiplexed paired-end run‚ (2 times 45 cycle). As such, sequencing was performed with 4 libraries per lane and one control lane with PhiX index3 control (Illumina PE-400-1002).

### Data processing and the fragment CpG plot

For each cell line and kit combination, paired-end reads were mapped using BOWTIE [26]. Only those fragments that mapped uniquely within a 400 bp of each other in the human reference genome (NCBI build 37) were retained. Here, we define a "mapped fragment" as the reference genome sequence corresponding with a mapped fragment, including both sequenced ends and the region in between. Further data-analysis was performed using R 2.15.0.

The Fragment CpG plot depicts the CpG content of the captured fragments, *i.e.* the frequency of mapped fragments with a certain CpG content. For the creation of this plot, the amount of CpGs was counted for each obtained mapped fragment. Suppose that, for a specific sample (*i.e.* cell line-kit combination), there are *F_i_* fragments with *i* CpGs (*i* = 0, 1, 2,...), yielding a total of Σ*_i_*(*F_i_*) fragments for that sample. The Fragment CpG plot then depicts the normalized *F_i_* counts, i.e. *F_i_*/Σ_i_(*F_i_*), as a function of *i*, for that sample. The R-script for this quality control tool is available upon request.

### Bisulfite sequencing and Infinium BeadChip data

Reduced representation bisulfite sequencing [14] was performed by BaseClear (Leiden, the Netherlands), using the EpiQuest DNA Methylation Analysis Platform (http://www.baseclear.com/dna-sequencing/next-gen-sequencing/epiquest-5-mc-analysis/) yielding 2×50 paired end bisulfite sequence reads, with total coverages of 27.9, 39.2 and 51.0 million paired reads for respectively HCT15, PC3 and DU145 which were further processed using a custom pipeline (BaseClear). For each CpG, intensities for both strands of the genome were summed for comparison with MBD-seq data.

Independent Infinium HumanMethylation27 BeadChip data, as reported by Kim et al. [27], were downloaded from the Gene Expression Omnibus (GEO, accession number: GSE23388, data were already quantile normalized). R-package IlluminaHumanMethylation27k.db and GEO dataset GPL8490 were used to identify the exact location of each CpG assessed by the individual probes. The UCSC liftOver tool (http://genome.ucsc.edu/cgi-bin/hgLiftOver) with standard settings was applied to convert CpG-loci from human reference genome build 36 to build 37, with a success rate of 99.95%.

### Availability of generated data

The data sets supporting the results of this article are available in the GEO repository [GSE42790; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=bjslvemcuqkysju&acc=GSE42790].

## Results

In the first part of the results section, the yield of the different kits (see Table 1) is assessed as a first indication of kit and experiment quality, followed by an exploratory analysis of the DNA methylation patterns for some loci. The second part consists of an evaluation of sensitivity and specificity of the different kits, using two sources of independent data. Finally, the conclusions from these analyses are compared with those generated by the fragment CpG plot.

### Kit yield evaluation

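DNA of 3 established human cell lines, HCT15, DU145 and PC3, was fragmented and captured with each of 5 kits, giving 15 MBD-seq libraries. Each kit was applied once to each cell line, so the 3 cell lines are the only replicates of a kit. The authors mapped the read pairs to the human genome (NCBI build 37), kept pairs mapping uniquely and close together, and collapsed duplicates to a single fragment. The deposited signal is the depth of these fragments along the genome. Single fragments were rebuilt from the depth by pairing each rise with the earliest open fall. In simulated libraries the number of rebuilt fragments was at least 99.57% of the number simulated. Whether each start was paired with its own end was not compared. The libraries held between 10040 and 7344098 fragments, with median lengths between 153 and 192 bp. Sequenced and uniquely mapped read pairs before the removal of duplicates are not in the files analysed here. The cell line of each library was checked with RRBS at CpGs methylated in a single cell line, namely 15228 CpGs for HCT15, 2491 for DU145 and 1658 for PC3. In 12 of the 15 libraries the density of fragments was highest over the CpGs of the cell line named. The exceptions were the MethylMiner libraries. Over the CpGs of HCT15, DU145 and PC3, the HCT15 MethylMiner library had 1.05, 1.06 and 1.18 fragments per CpG. The DU145 library had 0.63, 0.51 and 0.69 and the PC3 library 0.64, 0.40 and 0.54. With CpGs at least 90% methylated in a single cell line and at most 10% in the others, the number of libraries was again 12.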

For each condition (kit and cell line), 200 ng of DNA was used, which is appropriate according to all the manufacturers' instructions and realistic in a clinical setting. Although only indirectly associated with data quality, the yield of a given kit or enrichment methodology is a very important characteristic. The most direct measure to assess yield is to measure the amount of DNA isolated for each condition (kit/cell line combination). However, as these amounts were often too low for accurate measurements (Table 1), we also assessed the number of sequenced fragments. As there will be a major impact of the other libraries sequenced within the same lane, this number can only be considered as a semi-quantitative measure.

The sequencing protocol might result in multiple fragments uniquely mapping on exactly the same location in the genome, and therefore most likely originating from the same sequence (duplicates). Low kit yields associated with high non-duplicate fractions would therefore most likely indicate decreased sequencing (and not kit) efficiency. Low yields associated with low non-duplicate fractions on the other hand clearly indicate the low kit efficiency as the underlying cause: low numbers of fragments were pre-amplified resulting in low numbers of, predominantly duplicate, fragments. 

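In HCT15, the number of non-duplicate fragments was 59972 for MethylMagnet, 265628 for MethylCollector, 652800 for MethylCollector Ultra, 3886402 for MethylCap and 7344098 for MethylMiner (no replicates). In DU145 the kits gave 10040, 29613, 30336, 823586 and 2955893 fragments in the same order (no replicates). In PC3 they gave 242074, 84998, 578738, 950278 and 2092970 fragments (no replicates). The numbers were between 99.24% and 99.93% of those in Table 1. Counting fragments with a distinct start only moved the numbers most, to 3849948 for MethylCap in HCT15.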

Table 1 therefore also summarizes the number of non-duplicate, mappable fragments. Overall, these numbers reflect the directly measured kit yield (in ng), also in Table 1, although it should be noted that the relationship is clearly not linear.

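The amount of DNA in Table 1 was compared with the log10 number of fragments over the 8 libraries of the other kits for which an amount is given. The MethylMiner libraries were left out as a separate cluster, since the paper's amounts for them run from 24.80 to 48.30 ng and those for the others from 1.75 to 9.38 ng. Pearson's r was 0.68 (exact permutation test, n = 8, p = 0.058, Benjamini-Hochberg adjusted p = 0.058 over 2 coefficients). Spearman's rho was 0.81 (exact permutation test, n = 8, p = 0.022, adjusted p = 0.044). Without the 2 libraries farthest from the median amount, r was 0.42 (exact permutation test, n = 6, p = 0.43). Spearman's rho was not recomputed without them, so whether the relation rests on those libraries is not settled. A cell line holds too few libraries to recompute the relation within it. Among these 8 libraries, the order by amount was also the order by fragments within each cell line, which was not tested. The comparison was chosen after the files had been read. The number of fragments per ng ranged from 5737 for MethylMagnet in DU145 to 414329 for MethylCap in HCT15. From Table 1, the paper concludes that the fragment numbers reflect the measured yield without a linear relationship.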

Table 1 demonstrates that there are large differences between cell lines (samples), but even more between kits. 

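Kits accounted for 71.3% and cell lines for 17.6% of the sum of squares of the log10 number of fragments over the 15 libraries. With the cell line as replicate block, the kit effect had p = 0.0013 (exact permutation test within cell lines, 14400 relabellings, smallest possible p = 6.944e-05). Without the replicate block, the share of 71.3% is fixed by the balanced design and p was 0.011 (permutation test, 100000 resamples). Libraries of the same cell line are paired as in Table 1, and their deviations from the kit means correlated by 0.52, which sets the value for different cell lines to -0.26. The kit with the most fragments exceeded the kit with the fewest 122-fold in HCT15, 294-fold in DU145 and 24.6-fold in PC3. Within a kit, the cell lines differed between 3.5-fold for MethylMiner and 24.1-fold for MethylMagnet. Ranks within cell lines, in place of log10 numbers, moved the share between kits most, to 95.6% (exact permutation p = 0.00090). With DU145 left out, the share was 84.6% and the exact permutation p was 0.05. From such numbers, the paper concludes that kits differ even more than cell lines.

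**Figure D1:**
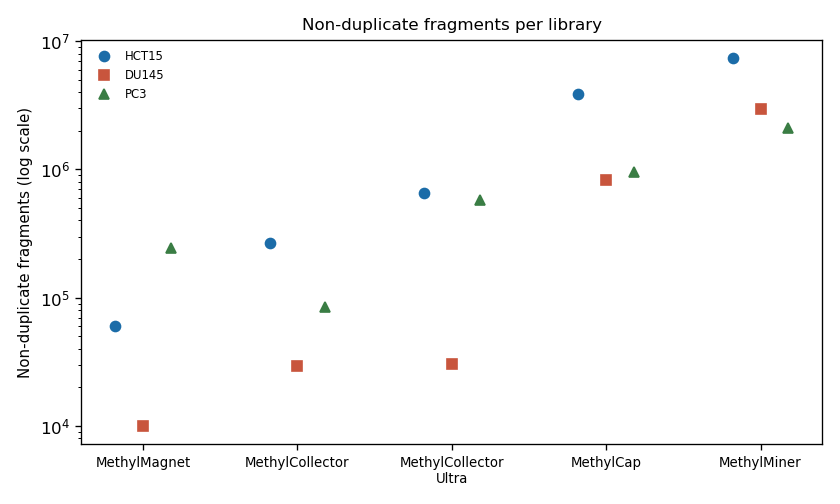
Number of non-duplicate fragments per library on a log axis, by kit, with a point for each cell line. MethylMiner is highest in every cell line, up to 7344098 fragments in HCT15, and MethylMagnet in DU145 is lowest at 10040.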

The MethylMiner kit resulted in the highest yield, followed by the MethylCap kit. 

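MethylMiner gave 4130987 ± 2815887 fragments (SD, n = 3 cell lines) and MethylCap 1886755 ± 1732903 (SD, n = 3). The means differ by less than the SD of MethylMiner, while within each cell line MethylMiner had the most fragments and MethylCap came next. Counting distinct starts only lowered the MethylMiner mean to 4119504.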

Both MethylCollector kits and the MethylMagnet kit are featured by very low yields when starting from 200 ng input material. 

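MethylCollector Ultra gave 420625 ± 340022 fragments, MethylCollector 126746 ± 123422 and MethylMagnet 104029 ± 122130 (SD, n = 3 cell lines each). Each of these libraries held fewer fragments than the MethylCap library of the same cell line. MethylMagnet had fewer fragments than MethylCollector in HCT15 and DU145 and more in PC3, and the difference of their means lies within the spread between cell lines. With distinct starts only, the largest change was in MethylCollector Ultra, with a mean of 418311.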

It is clear that the different yields are inherent kit characteristics, and will certainly have an impact on data quality: since higher yields might be caused by a higher sensitivity, but also by a lower specificity, these features are evaluated in the next paragraphs. 

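Without MethylMiner, kits accounted for 56.1% of the sum of squares of the log10 number of fragments (exact permutation test within cell lines, 576 relabellings, p = 0.012). The order of the kits was the same in HCT15 and DU145, and in PC3 MethylMagnet and MethylCollector changed places. The paper reasons from these differences that yield is inherent to a kit and that it can come from higher sensitivity or from lower specificity.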

For the remainder of the results section, for each individual condition, multiple fragments mapping to the exact same locations on the human genome (duplicate fragments) were considered as originating from, and further processed as, a single fragment. In a first attempt to assess the sensitivity and specificity of the different kits, the generated DNA methylated patterns are visually inspected for a selected set of loci.

### Exploratory analysis: comparison with RRBS results for selected set of loci

The DNA-methylation status of the promoter regions of 4 selected loci was compared between the different kits and samples using the RRBS results as gold standard. 

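The promoter regions are those of Figure 1 on GRCh37, all of genes on the minus strand. The Igfbp3 region on chromosome 7 (45959883 to 45962146) includes the 5 prime end of the gene at 45961473. The Tert region on chromosome 5 (1293850 to 1296219) includes that at 1295183 and the Socs3 region on chromosome 17 (76354158 to 76357420) that at 76356158. The Epb41l3 region (5628365 to 5630973) was taken on chromosome 18, where the gene's 5 prime end is at 5630699. RRBS methylation is given as the mean and SD over CpGs with a coverage of at least 20, from 1 library per cell line (no replicates). In Igfbp3 it was 50.4 ± 20.1% in HCT15 (39 CpGs, median coverage 38), 10.8 ± 20.7% in DU145 (94 CpGs, 33) and 19.3 ± 24.3% in PC3 (108 CpGs, 39). In Tert it was 79.0 ± 23.7% in HCT15 (69 CpGs, 35), 48.8 ± 40.6% in DU145 (93 CpGs, 77) and 67.5 ± 32.8% in PC3 (80 CpGs, 40). In Epb41l3 it was 47.2 ± 29.7% in HCT15 (72 CpGs, 33), 69.2 ± 17.5% in DU145 (130 CpGs, 70) and 14.2 ± 21.6% in PC3 (155 CpGs, 55). In Socs3 it was 52.1 ± 44.1% in HCT15 (124 CpGs, 28), 16.5 ± 26.3% in DU145 (81 CpGs, 92) and 40.2 ± 42.6% in PC3 (144 CpGs, 50). Methylated reads over all reads, in place of the mean over CpGs, made the largest change, to 41.6% in Socs3 of HCT15.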

Figure 1 depicts the MBD-seq (mapped putatively methylated fragments) and RRBS (% methylation) results for *Igfbp3* (panel A), *Tert* (panel B), *Epb41l3* (panel C) and *Socs3* (panel D) for all three cell lines. 

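Over the 4 promoter regions together, MethylMagnet had 23 fragments in HCT15, 4 in DU145 and 43 in PC3 (no replicates). MethylCollector had 71, 4 and 10 fragments in these cell lines, MethylCollector Ultra 79, 6 and 52, MethylCap 156, 40 and 36, and MethylMiner 77, 51 and 39. At least 1 fragment was found in 50 of the 60 combinations of promoter, kit and cell line. With the Epb41l3 region on chromosome 8, as the legend of Figure 1 has it, the number was 39, the largest change among the alternatives. No test was made of these counts.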

Figure 1 demonstrates that, in general, MBD-seq adequately detects methylation when a certain number of CpGs is sufficiently methylated. 

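In Tert, with mean RRBS methylation of 79.0, 48.8 and 67.5% in HCT15, DU145 and PC3, every library of every kit had at least 1 fragment. In Epb41l3, MethylCap had 20 fragments in DU145 at 69.2% methylation and 0 in PC3 at 14.2%. In Igfbp3, MethylCap had 25 fragments in HCT15 at 50.4% methylation, 0 in DU145 at 10.8% and 2 in PC3 at 19.3%. In the same DU145 library, MethylCap had 19 fragments in Tert. Extending the regions by 1000 bp raised the number of combinations with a fragment to 51. From Figure 1, the paper concludes that MBD-seq detects methylation when enough CpGs are sufficiently methylated.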

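To look past yield, each count was divided by the number that uniform placement of the library's fragments over the genome would give. In Tert of HCT15 the count was 263 times this number for MethylMagnet, 186 times for MethylCollector, 72.1 times for MethylCollector Ultra, 19.5 times for MethylCap and 4.1 times for MethylMiner, from 14, 44, 42, 68 and 27 fragments (no replicates). In Igfbp3 of HCT15 it was 39.3, 48.6, 19.7, 7.5 and 2.2 times for the kits in this order, from 2, 11, 11, 25 and 14 fragments.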

However, there is variation between kits that cannot be solely attributed to yield differences. For example, the MethylMiner kit often suggests presence of DNA-methylation, e.g. in the *Igfbp3* and *Socs3* promoters of DU145, for which RRBS evidence is poor at most, implying low specificity. 

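In DU145, MethylMiner had 13 fragments in Igfbp3, where 77 of the 94 CpGs were at most 20% methylated by RRBS, and 10 in Socs3, where 58 of the 81 CpGs were (no replicates). Uniform placement of its fragments would give 2.5 and 3.5 fragments. The other kits had 0 fragments in Igfbp3, and in Socs3 only MethylCap had 1. In Tert of DU145, MethylCap had 19 fragments, while MethylMagnet, MethylCollector and MethylCollector Ultra had 1, 1 and 3. With the regions extended by 1000 bp, MethylMiner had 14 and 13 fragments. From signal where RRBS shows little methylation, the paper infers a low specificity of MethylMiner.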

Also for MethylMagnet, specificity often appears to be low, e.g. in the *Igfbp3* and *Epb41l3* promoters for PC3. 

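In PC3, MethylMagnet had 4 fragments in Igfbp3 and 2 in Epb41l3, where the mean RRBS methylation was 19.3 and 14.2% (no replicates). These counts were 19.5 and 8.5 times those of uniform placement. MethylCollector had 0 fragments in both regions, MethylCollector Ultra 2 and 3, MethylCap 2 and 0, and MethylMiner 9 and 10. Relative to uniform placement, the counts were 4.1 and 5.3 times for MethylCollector Ultra, 2.5 and 0 times for MethylCap and 5.0 and 4.9 times for MethylMiner. The differences between kits were not tested. Extended by 1000 bp, the Igfbp3 region held 5 MethylMagnet fragments. The paper takes these fragments as a sign of low specificity.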

The MethylCap and both MethylCollector kits appear to be featured by a reasonable sensitivity and specificity, but yield differences complicate a finer comparison. 

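In Socs3 of PC3, with 40.2% mean RRBS methylation, MethylCap had 11, MethylCollector 7 and MethylCollector Ultra 18 fragments (no replicates). In Epb41l3 of DU145, at 69.2%, they had 20, 3 and 3 fragments, and in Igfbp3 of DU145, at 10.8%, each had 0. The DU145 counts come from 823586, 29613 and 30336 fragments. The extension by 1000 bp raised the MethylCap count in Socs3 of PC3 to 16. The paper judges sensitivity and specificity of these kits as reasonable and names yield as a limit to a finer comparison.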

More advanced, genome-wide analyses are therefore required.

**Figure 1:**
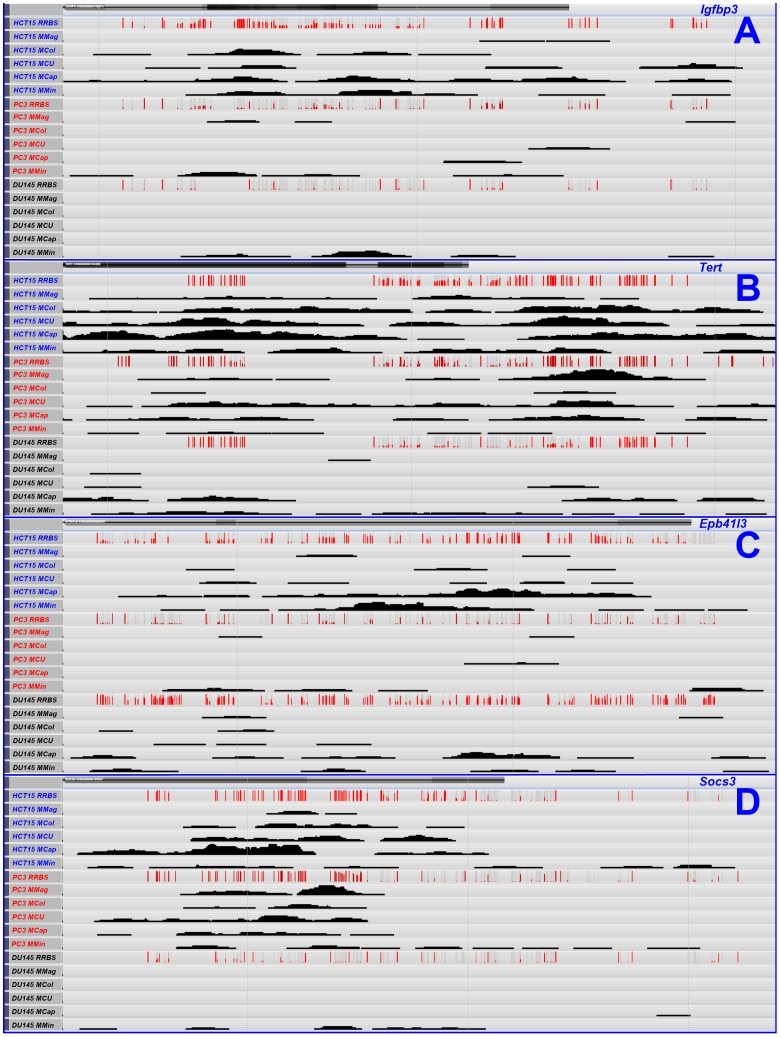
Exploratory comparison of MBD-seq and RRBS data. Visual comparison of MBD-seq results for MethylMagnet (MMag), MethylCollector (MCol), MethylCollector Ultra (MCU), MethylCap (MCap) and MethylMiner (MMin) with RRBS data for the promoter regions of four selected loci, i.e. *Igfbp3* (panel A, chromosome 7, depicted from position 45959883 to 45962146), *Tert* (panel B, chromosome 5, 1293850 to 1296219), *Epb41l3* (panel C, chromosome 8, 5628365 to 5630973) and *Socs3* (panel D, chromosome 17, 76354158 to 76357420). CpGs assessed by RRBS are indicated as vertical red (fraction methylated)/grey (fraction unmethylated) bars. Note that RRBS only assesses the methylation status of a (sometimes variable) subfraction of CpGs.

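Of the 187 CpGs in the Igfbp3 region, RRBS covered 39 in HCT15, 94 in DU145 and 108 in PC3 with at least 20 reads. Of the 232 in Tert it covered 69, 93 and 80, of the 248 in Epb41l3 72, 130 and 155, and of the 270 in Socs3 124, 81 and 144.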

### Genome-wide kit comparison with independent validation data

MBD-seq based data were compared with RRBS results for the three cell lines. In order to obtain sufficient resolution, only loci with RRBS coverages> = 20 were considered. 

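RRBS measures methylation from bisulfite-treated DNA cut by a restriction enzyme, and was done once per cell line (no replicates). The authors deposited the counts of methylated and of all reads per CpG, with both strands summed and a lowest coverage of 6. On chromosomes 1 to 22, X and Y the files hold 2922644 CpGs with 72638326 reads for HCT15, 3036395 with 130667913 reads for DU145 and 3074978 with 93623967 reads for PC3. A coverage of at least 20 was reached by 1347375, 1742222 and 1576924 CpGs, with a median coverage of 31, 46 and 36. Rows that are not on a CG of the reference, 1054, 1922 and 646 in number, were left out. The PC3 file holds 0 CpGs on chromosome 22, 18 on X and 5 on Y, and ends before the end of chromosome 21. The HCT15 file holds 59323 CpGs on X and 4949 on Y, and the DU145 file 76950 and 7474. With a coverage of at least 10, the numbers of CpGs rose to 2195724, 2398973 and 2377143.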

Direct evaluation of sensitivity and specificity of the kits is complicated by the major yield differences between kits, *e.g.* higher yields are typically associated with higher sensitivity and/or lower specificity. Here, a yield independent approach is envisaged by plotting the *fractions* of mapped fragments corresponding with specific RRBS derived CpG methylation degrees (binned per 2%), e.g. a Y-axis value of 0.03 for RRBS values between 0 and 0.02 for a specific kit implies that 3% of the mapped fragments for that kit contain virtually unmethylated (between 0 and 2%) CpGs as determined by RRBS. As the fractions sum to one for each of the kits, the profiles are independent of the major yield differences. 

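In the background profile every CpG with a coverage of at least 20 counts once. CpGs at 0 to 2% methylation made up 19.8% of the background in HCT15, 16.0% in DU145 and 18.2% in PC3, and CpGs at 98 to 100% made up 18.1, 26.2 and 16.7%. A library's profile counts each pair of a fragment and a CpG it covers. The number of pairs ranged from 26526 for MethylMagnet in DU145 to 2427851 for MethylCap in HCT15.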

In addition, a background profile is plotted which depicts all loci assessed by RRBS, i.e. the full pool of loci that can be captured by the different kits (Figure 2, A–C). Division by the background profile fractions for the corresponding RRBS methylation degrees further clarifies the result (Figure 2, D–F). 

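After division by background, some bins stood out above their neighbours in some profiles, most of all for MethylMagnet. MethylMagnet in HCT15 had a ratio of 2.87 at 48 to 50% methylation, against a mean of 0.80 in the 4 neighbouring bins, and in DU145 a ratio of 3.98 at 54 to 56%, against 1.31 (no replicates). The window from 9826001 to 9827000 on chromosome 21 held 57.4% of the 2300 pairs in the HCT15 bin and 67.8% of the 861 pairs in the DU145 bin. This window overlaps MIR3648 (9825832 to 9826011) and MIR3687 (9826203 to 9826263), and its median RRBS coverage was 1076 in HCT15 and 3659 in DU145. With a coverage of at least 50 the HCT15 ratio rose to 5.64, and with each CpG counted once the DU145 ratio fell to 0.94. The same bins stood out less for MethylCollector (2.14 times the neighbours in HCT15, 2.41 in DU145) and MethylCollector Ultra (1.64 and 1.83). Further MethylMagnet bins reached 1.55 to 1.57 times their neighbours. They lay at 16 to 18% in HCT15 and at 14 to 16, 26 to 28 and 76 to 78% in DU145.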

Note that the plots are CpG-oriented: fragments may contain several CpGs assessed by RRBS, and might therefore belong to several of the fractions in the plot. However, these dependencies between data points are negligible compared to the massive amounts of data depicted.

**Figure 2:**
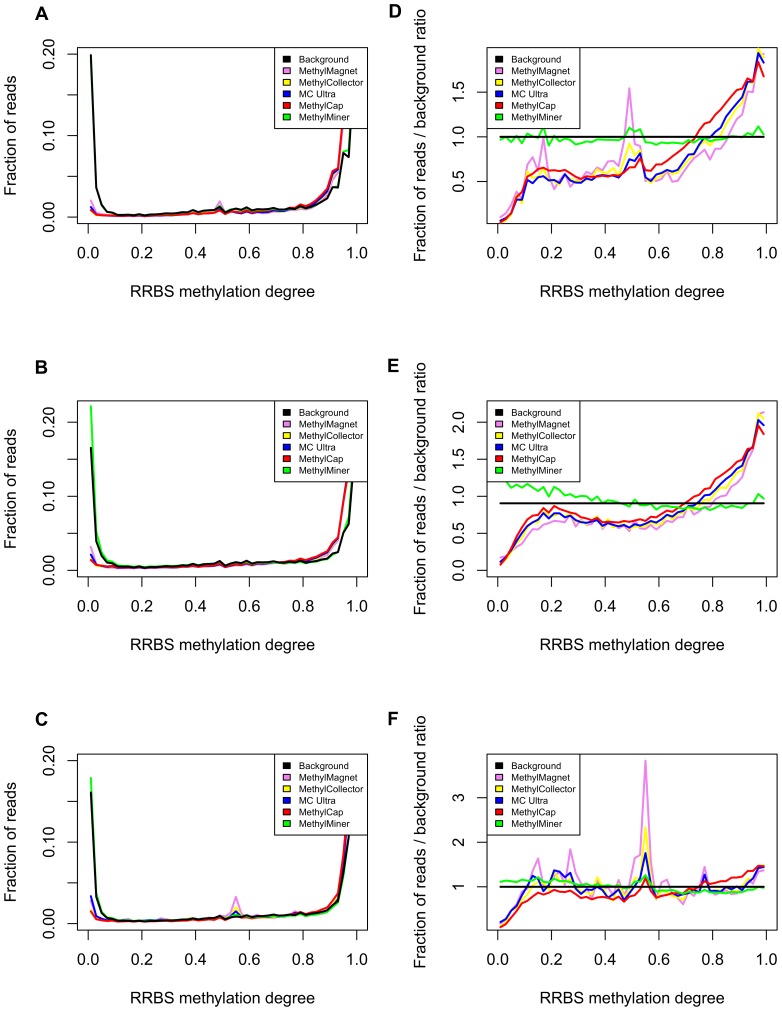
Yield independent genome-wide kit evaluation using RRBS data for external validation. Fractions of mapped MBD-seq fragments corresponding with specific RRBS methylation degrees (binned per 2%) for the different cell lines (A, HCT15; B, DU145; C, PC3) and kits (violet, MethylMagnet; yellow, MethylCollector; blue, MethylCollector Ultra (MC Ultra); red, MethylCap; green, MethylMiner) with indication of the background profile (black, fractions of all RRBS values measured for specific cell line). Additionally, the same fractions after division by the corresponding background profile fractions are plotted (D, HCT15; E, DU145; F, PC3).

Except for MethylMiner, all kits captured only low fractions of alleles featured by absence of methylation, whereas there was a clear enrichment for heavily methylated alleles (Figure 2). 

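At 0 to 2% RRBS methylation, the fraction of fragments relative to background was 0.150 ± 0.042 for MethylMagnet, 0.076 ± 0.032 for MethylCollector, 0.129 ± 0.075 for MethylCollector Ultra, 0.071 ± 0.025 for MethylCap and 1.10 ± 0.12 for MethylMiner (SD, n = 3 cell lines each). Kits accounted for 89.9% of the sum of squares of the log2 ratio (exact permutation test within cell lines, 14400 relabellings, p = 0.00042). Leaving out MethylMiner moved this share most, to 42.1% (exact permutation test, 576 relabellings, p = 0.010). Without the replicate block, p was 0.0023 (permutation test), and deviations from the kit means correlated by 0.74 between libraries paired by cell line. At 98 to 100% methylation, the ratio to background for the kits other than MethylMiner was between 1.37 and 2.14. From low fractions without methylation and enrichment at high methylation, the paper concludes that these kits captured methylated alleles.

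**Figure D2:**
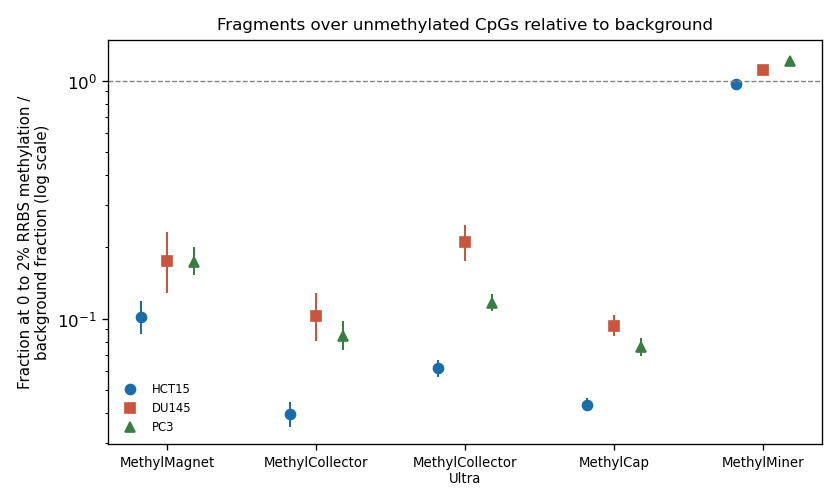
Fraction of fragments at 0 to 2% RRBS methylation divided by the background fraction (log axis), by kit, with a point and a 95% block bootstrap interval for each cell line and a dashed line at 1. MethylMiner lies between 0.97 and 1.21 and the other kits between 0.040 and 0.21.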

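MethylMiner had 19.2% of its pairs at 0 to 2% RRBS methylation in HCT15 (95% block bootstrap interval 18.5 to 19.9%), where the background had 19.8%. In DU145 it had 17.8% (17.1 to 18.5%) against 16.0%, and in PC3 22.1% (21.4 to 22.8%) against 18.2%. The distance from background, the share of a profile that would have to move to give the background, was 3.8 ± 1.9% for MethylMiner (SD, n = 3 cell lines). It was 28.0 ± 7.2% for MethylMagnet, 29.0 ± 6.9% for MethylCollector, 27.6 ± 7.4% for MethylCollector Ultra and 27.9 ± 4.9% for MethylCap (SD, n = 3 each). Kits accounted for 79.6% of the sum of squares (exact permutation test within cell lines, 14400 relabellings, p = 0.023). Without HCT15 or without PC3 the exact permutation p was 0.14. At an equal depth of 10040 fragments the MethylMiner distance moved most, to 6.7%. The paper explains the high yield of MethylMiner by the fraction of noise captured.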

Under the evaluated conditions, the MethylMiner profile mimics the background profile, i.e. the high yield for this kit (Table 1) can be explained by the very high fraction of noise captured. 

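At 0 to 2% RRBS methylation, MethylCap had a ratio to background of 0.043 in HCT15 (95% block bootstrap interval 0.041 to 0.046), 0.093 in DU145 (0.085 to 0.102) and 0.076 in PC3 (0.070 to 0.082). MethylCollector had 0.040 (0.035 to 0.044), 0.103 (0.082 to 0.127) and 0.085 (0.075 to 0.097) in these cell lines. MethylCollector Ultra had 0.062 (0.057 to 0.067), 0.209 (0.176 to 0.244) and 0.116 (0.108 to 0.125), and MethylMagnet 0.102 (0.087 to 0.117), 0.175 (0.129 to 0.228) and 0.173 (0.154 to 0.198). The difference between MethylCollector and MethylCap was within sampling noise in all 3 cell lines. MethylCollector Ultra was above MethylCap in each, with log2 ratios of 0.51, 1.17 and 0.61. MethylMagnet was above MethylCollector Ultra in HCT15 and PC3, and in DU145 the log2 ratio was -0.26 with an interval from -0.66 to 0.14. Counting each CpG once per library moved the means most, to 0.23 for MethylMagnet and 0.105 for MethylCap. The paper reads the lowest fraction near 0 as the highest specificity, which it assigns to MethylCap and MethylCollector.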

It is clear from Figure 2 that the MethylCap and MethylCollector kit exhibit the lowest fraction of fragments with RRBS methylation degrees ≅ 0 and are therefore featured by the highest specificity, followed by the MethylCollector Ultra and MethylMagnet kits. Sensitivity can here be defined as a kit's capacity to capture fragments with lower methylation degrees, and can be assessed as the point where a kit's profile is consistently higher (enriched) compared to the background profile. For all three cell lines, the MethylCap kit appears to be featured by the highest sensitivity. 

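The crossover is the lowest RRBS methylation degree from which every higher bin lies above background. It was 74% for MethylCap in all 3 cell lines, with 95% block bootstrap intervals of 74 to 74% in HCT15, 74 to 78% in DU145 and 72 to 76% in PC3. It was 82.7 ± 8.1% for MethylCollector Ultra, 85.3 ± 5.8% for MethylCollector and 88.0 ± 3.5% for MethylMagnet (SD, n = 3 cell lines each). Kits accounted for 60.0% of the sum of squares (exact permutation test within cell lines, 576 relabellings, p = 0.010, smallest possible p = 0.0017). Without the replicate block the permutation p was 0.061, and deviations from the kit means correlated by 0.57 between libraries paired by cell line. In a single draw at equal depth the share fell to 26.0% (exact permutation p = 0.090) and the MethylCap mean rose to 78.7%. From the profile that rises above background first, the paper states that MethylCap appears to have the highest sensitivity.

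**Figure D3:**
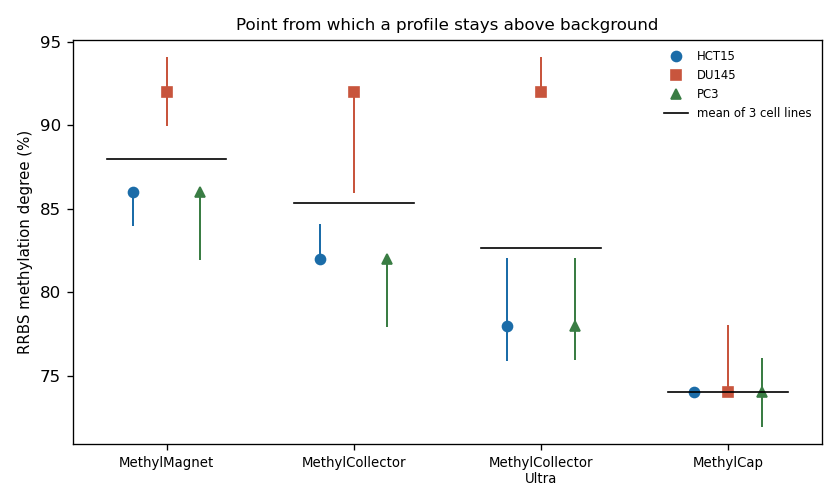
RRBS methylation degree in % from which a profile stays above background, by kit, with a point and a 95% block bootstrap interval for each cell line and a line at the mean. MethylCap lies at 74% in every cell line and the other kits between 78 and 92%.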

Although less clear for DU145 (lower resolution due to lower yields for several kits, cf. Table 1), the MethylCap kit is followed by the MethylCollector, MethylCollector Ultra and MethylMagnet kits regarding sensitivity (ignoring the MethylMiner profile). 

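In HCT15 and in PC3, the crossover was 78% for MethylCollector Ultra, 82% for MethylCollector and 86% for MethylMagnet (no replicates). The paired bootstrap interval of the difference between MethylCollector and MethylCollector Ultra was 0 to 8 percentage points in HCT15 and 0 to 6 in PC3, so their order is not resolved at this depth. In DU145 all 3 kits had 92%. With a coverage of at least 50, the means moved most, to 74% for MethylCollector Ultra, 70.7% for MethylCollector and 78% for MethylMagnet. With DU145 left out, kits accounted for 100% of the sum of squares (exact permutation test, 24 relabellings, p = 0.042), and without HCT15 or PC3 for 61.9% (exact permutation p = 0.25). The paper places MethylCollector, MethylCollector Ultra and MethylMagnet after MethylCap, with DU145 as less clear because of lower yields.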

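The bin from 98 to 100% RRBS methylation held 30.3 to 34.8% of the pairs in HCT15, 35.8 to 39.1% in DU145 and 30.7 to 35.7% in PC3 over the kits other than MethylMiner (no replicates). MethylCap, with the lowest crossover, had the lowest ratio to background in this bin in HCT15 (1.68) and in PC3 (1.84), while in DU145 it had 1.46 and MethylMagnet 1.37.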

Note that the peak heights for RRBS methylation degrees ≅ 1 are less informative as the plotting of fractions implies that more narrow peaks are also typically higher.

As an additional validation step, the MBD data obtained with the different kits were also compared with Infinium HumanMethylation27 BeadChip results, independently generated by Kim et al. [27], for cell lines DU145 and PC3. Here, it should be stated that the use of external methylation data entails the possibility that different experimental conditions between different labs could already have introduced changes in methylation, but that this will have equal effects on each evaluated kit. Similar plots were created as for the RRBS data, but using Infinium beta-values (binned per 5%) as measure for methylation degrees (Figure 3). Overall, very similar conclusions as for the comparison with RRBS data can be made. For these cell lines, the highest specificity could be observed for MethylCap, followed by MethylCollector, MethylCollector Ultra and MethylMagnet, whereas the MethylMiner profile again reveals lack of sensitivity and specificity. The largest sensitivity (profile consistently above background) is again observed for MethylCap. Although the ranking of the other kits is less clear, most likely due to the lower resolution of the Infinium assays (about 60 times more loci were assessed by RRBS than by the BeadChips, data not shown), also here both MethylCollector kits appear to be more sensitive than the MethylMagnet kit.

**Figure 3:**
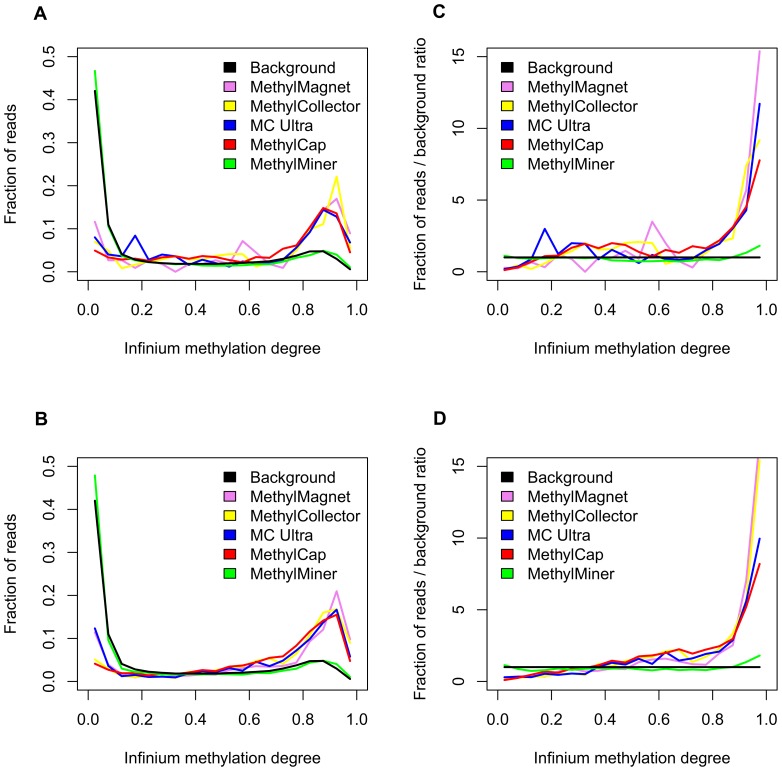
Yield independent genome-wide kit evaluation using Infinium HumanMethylation27 BeadChip data for external validation. Fractions of mapped MBD-seq fragments corresponding with specific Infinium methylation degrees (binned per 5%) for two cell lines (A, DU145; B, PC3) and all kits (violet, MethylMagnet; yellow, MethylCollector; blue, MethylCollector Ultra (MC Ultra); red, MethylCap; green, MethylMiner) with indication of the background profile (black, fractions of all Infinium methylation values measured for specific cell line). Additionally, the same fractions after division by the corresponding background profile fractions are plotted (C, DU145; D, PC3).

### Sensitivity and specificity based on CpG-content of the mapped fragments: the Fragment CpG-plot

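For the Fragment CpG-plot, CG dinucleotides of the GRCh37 reference were counted in every rebuilt fragment of the 15 libraries. Rebuilding simulated fragments changed the share without a CpG by at most 0.13 percentage points. Fragments of the same lengths placed at random contained no CpG in 29.8 to 37.0% of cases. The mean number of CpGs per fragment ranged from 2.6 for MethylMiner to 10.8 for MethylCollector, both in HCT15.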

Since MBD kits theoretically only capture methylated cytosines in a CpG-dinucleotide context, the CpG-content profile of the mapped fragments might be used as a proxy for sensitivity and specificity. 

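In HCT15, fragments without a CpG made up 9.2% of MethylMagnet fragments (Wilson 95% interval 9.0 to 9.5%), 2.49% of MethylCollector (2.43 to 2.55%), 5.60% of MethylCollector Ultra (5.54 to 5.65%), 1.214% of MethylCap (1.203 to 1.225%) and 21.6% of MethylMiner fragments (21.5 to 21.6%). These are single libraries without replicates. Fragments with 10 or more CpGs made up 50.1, 51.3, 35.1, 14.5 and 3.5% for the kits in this order.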

Figure 4 depicts the percentages of sequences for each kit corresponding with a specific CpG-count for the HCT15 cell line. This type of diagnostic plot, here coined the "Fragment CpG-plot", therefore also adjusts for yield differences. This plot is similar to Figures 2A–C and 3A–B but depicts fractions of reads as a function of CpG-content of captured reads instead of independently assessed methylation degrees. Figure 4 suggests that the MethylCap and MethylCollector kits are featured by the highest specificity, i.e. lowest fraction of non CpG containing fragments, followed by the MethylCollector Ultra and MethylMagnet kit. 

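Fragments without a CpG made up 1.67 ± 0.79% for MethylCap, 2.30 ± 0.79% for MethylCollector, 5.07 ± 0.69% for MethylCollector Ultra and 11.1 ± 7.2% for MethylMagnet (SD, n = 3 cell lines each). Over the 5 kits, 89.1% of the sum of squares of the log2 share lay between kits (exact permutation test within cell lines, 14400 relabellings, p = 0.0012). Without the replicate block the permutation p was 0.00018, and deviations from the kit means correlated by -0.11 between libraries paired by cell line. Without HCT15 the exact permutation p was 0.075. MethylCap had the lowest share in HCT15 and PC3, and MethylCollector in DU145, with 1.43% (Wilson 95% interval 1.30 to 1.57%) against 2.58% (2.55 to 2.61%). All 30 pairs of kits within a cell line differed beyond the sampling noise of the counts (chi-square or Fisher's exact test, Benjamini-Hochberg adjusted over 30 pairs), which leaves out variation between captures. Counting fragments with at most 1 CpG gave 4.39% for MethylCap and 22.2% for MethylMagnet, the largest change among the alternatives set before the files were read. Taking fragments without a CpG as unspecific, the paper ranks MethylCap and MethylCollector first in specificity.

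**Figure D4:**
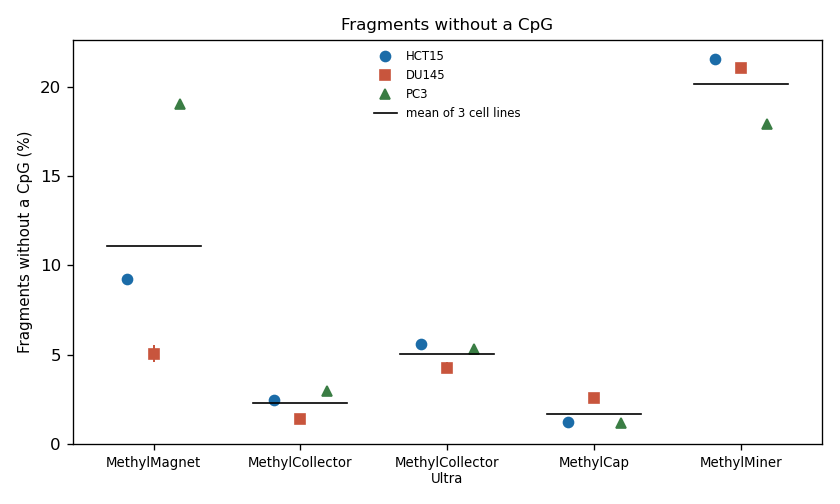
Percentage of fragments without a CpG, by kit, with a point and a Wilson 95% interval for each cell line and a line at the mean. MethylCap and MethylCollector lie between 1.205 and 2.97%, and MethylMagnet ranges from 5.06 to 19.0%.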

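MethylMiner fragments contained no CpG in 20.2 ± 2.0% of cases (SD, n = 3 cell lines), and a single CpG in 23.8% in HCT15, 22.6% in DU145 and 21.7% in PC3. In randomly placed fragments of the same lengths, 31.5, 34.1 and 30.0% contained no CpG. At 2 or more CpGs no peak was found, as the highest local maximum there held at most 0.0019% of the fragments. The search could not find a maximum at 1 CpG. In every cell line the MethylMiner plot was higher at 1 CpG than at 0 or 2. Counting fragments with at most 1 CpG moved the mean to 42.9%. The paper reads the fraction without a CpG as low specificity and the missing peak as low sensitivity.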

Also here, the MethylMiner profile exhibits low specificity, but also no additional CpG containing peak, indicating low sensitivity. Sensitivity, *i.e.* detection of loci with low degrees of methylation, can here be approximated as the amount of captured fragments with low (but non zero) amounts of CpGs. The MethylCap kit profiles demonstrate peaks with maxima at around 5 CpGs/sequence, which suggests the highest sensitivity, followed by the MethylCollector, MethylCollector Ultra and MethylMagnet kits where more CpGs were required. 

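At 2 or more CpGs, the highest local maximum of the Fragment CpG-plot lay at 5, 4 and 4 CpGs for MethylCap in HCT15, DU145 and PC3. In these cell lines it lay at 7, 6 and 6 for MethylCollector Ultra, at 8 in each for MethylCollector and at 16, 3 and 14 for MethylMagnet. Maxima below 2 CpGs were not counted. For MethylMagnet in HCT15, 9.5% of fragments held 1 CpG and 3.4% held 16. In PC3, 19.0% of its fragments held no CpG and 2.07% held 14. The mean positions for MethylCap, MethylCollector Ultra, MethylCollector and MethylMagnet were 4.3 ± 0.6, 6.3 ± 0.6, 8 ± 0 and 11 ± 7 CpGs (SD, n = 3 cell lines each). Kits accounted for 41.9% of the sum of squares, which did not pass the threshold (exact permutation test within cell lines, 576 relabellings, p = 0.18). Without the replicate block the permutation p was 0.17, and deviations from the kit means correlated by 0.072 between libraries paired by cell line. Leaving out DU145 moved the share most, to 97.7% (exact permutation p = 0.042), and fragments of 150 to 250 bp gave 87.0% (exact permutation p = 0.0017, the smallest possible). Fragments with 2 to 4 CpGs made up 30.3, 34.9 and 34.8% of MethylCap fragments in HCT15, DU145 and PC3, against 7.0, 8.7 and 9.8% for MethylCollector. They made up 12.8, 15.7 and 17.2% for MethylCollector Ultra and 15.9, 17.4 and 22.8% for MethylMagnet. MethylMiner had the highest shares, with 37.2, 36.7 and 38.2%. From the lowest peak, the paper reads the highest sensitivity for MethylCap, followed by MethylCollector, MethylCollector Ultra and MethylMagnet.

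**Figure D5:**
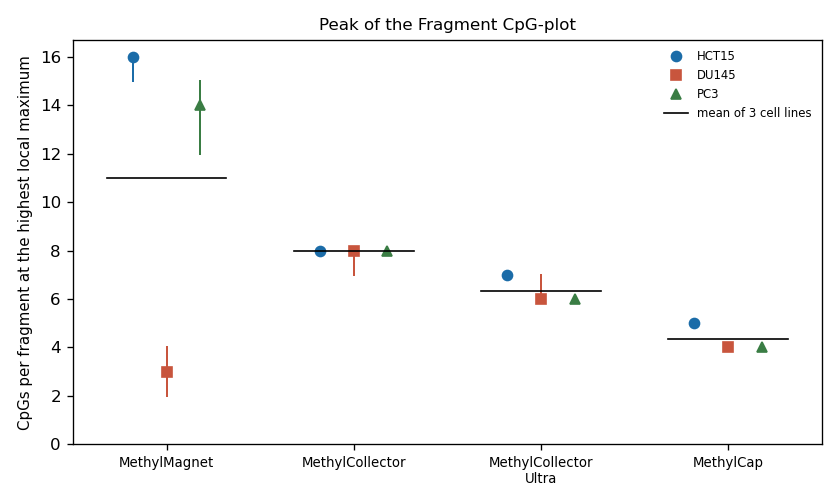
CpGs per fragment at the highest local maximum of the Fragment CpG-plot at 2 or more CpGs, by kit. Each cell line has a point and a 95% bootstrap interval, and a line marks the mean. MethylCap lies at 4 to 5 CpGs and MethylMagnet between 3 and 16.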

Note that for the latter kit, profiles tended to vary between samples. 

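At 2 or more CpGs, MethylMagnet peaked at 16 CpGs in HCT15 (95% bootstrap interval 15 to 16), 3 in DU145 (2 to 4) and 14 in PC3 (12 to 15). Its share of fragments without a CpG had an SD of 7.2 percentage points over the cell lines, against 0.69 to 2.0 for the other kits (n = 3 each). Limited to 150 to 250 bp, the DU145 peak lay at 10 CpGs.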

Extremely low yield (DU145, Table 1) or presence of noise fractions not assessed by RRBS and Infinium (PC3) are probable causes.

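MethylMagnet in DU145 had 10040 fragments, of which 508 contained no CpG, giving 5.1% (Wilson 95% interval 4.6 to 5.5%). In PC3 it had 242074 fragments, of which 46093 or 19.0% contained no CpG (18.9 to 19.2%), while its ratio to background at 0 to 2% RRBS methylation was 0.173 (95% block bootstrap interval 0.154 to 0.198). Both are single libraries without replicates. Fragments with at most 1 CpG, the alternative with the largest change, made up 37.3% in PC3. The paper names low yield in DU145 and noise not assessed by RRBS in PC3 as probable causes.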

**Figure 4:**
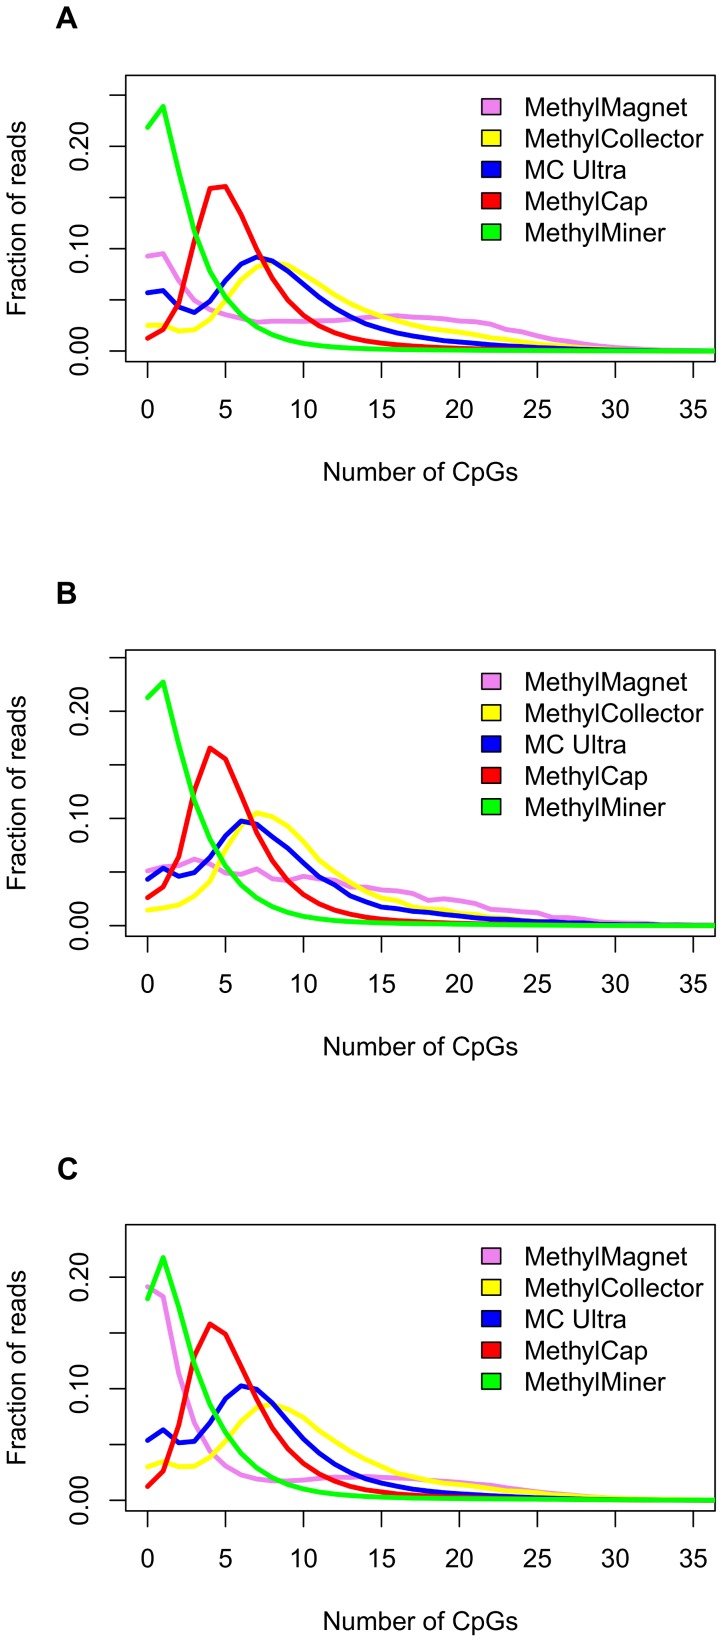
Fragment CpG-plots. Fractions of mapped MBD-seq fragments with different CpG-counts for cell lines HCT15 (A), DU145 (B) and PC3 (C) for the different kits: MethylMagnet (violet), MethylCollector (yellow), MethylCollector Ultra (MC Ultra, blue), MethylCap (red) and MethylMiner (green).

Overall, however, results are very consistent between Fragment CpG-plot and independent validation data (RRBS, Infinium BeadChips) derived sensitivity and specificity, indicating that the former can indeed be used as a very straightforward tool for quality evaluation.

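Over the 12 libraries without MethylMiner, the share of fragments without a CpG and the ratio to background at 0 to 2% RRBS methylation had a Pearson's r of 0.48 (permutation test, p = 0.11, Benjamini-Hochberg adjusted p = 0.11 over 2 coefficients). Spearman's rho was 0.48 (permutation test, p = 0.11, adjusted p = 0.11). Without MethylMagnet in HCT15 and PC3, the 2 libraries farthest from the median share, r was 0.48 (permutation p = 0.17) and rho 0.42 (permutation p = 0.23). These coefficients pool the cell lines, and 4 libraries per cell line are too few for a coefficient in each. A test within cell lines was therefore added after seeing the data, with values centred within each cell line and kits permuted within it. It moved the result most, to a correlation of 0.76 (exact permutation test, 13824 orders, p = 0.00087, adjusted p = 0.0035 over 4 coefficients), and to 0.80 for ranks within cell lines (exact permutation p = 0.014, adjusted p = 0.028). Without the same 2 libraries these were 0.68 (exact permutation p = 0.024) and 0.67 (exact permutation p = 0.11). The order of these 4 kits, compared after seeing the data, was identical on both measures in 1 of the 3 cell lines, and that of all 5 kits in 0. In HCT15 and DU145 the orders differed only between kits whose ratios to background differed within sampling noise. MethylCap and MethylCollector were the lowest 2 kits on both measures in all 3 cell lines. Among the alternatives set before the files were read, leaving out CpGs above 20 fragments moved r most, to 0.45. The BeadChip comparison is not analysed here. The paper reads sensitivity and specificity from the Fragment CpG-plot as largely in accord with the independent data, and concludes that the plot can be used for quality evaluation.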

## Discussion

MBD-seq has a clear potential to become the most widely used methodology for completely genome-wide methylation studies until the advent of more appropriate and particularly cost-efficient sequencing technologies. Several protocols and commercial kits for MBD-based capturing of methylated fragments are currently available, but there is a general lack of independent information on yield, sensitivity and specificity of the different methodologies. In addition, there are no quality diagnostic tools for the identification of aberrant sequencing profiles, cf. the diagnostic plots for microarray quality control [25]. In this study, the quality of commercially available kits was evaluated using external validation data and inherent sequence data characteristics. The results overall confirmed the necessity of quality control.

Yield was a first major factor of difference between kits. It is clear that yield is a crucial parameter as it affects the number of MBD capturing steps (with associated cost) and amounts of required (often valuable) sample to obtain the necessary DNA quantities for high coverage sequencing. Therefore, yield should always be taken into consideration when comparing different kits and experimental conditions. Yield is closely entangled with sensitivity and specificity, complicating the assessment of the latter. Ideally, equal quantities of captured DNA by the kits would have been used for sequencing, which would at least in theory have allowed for a yield independent comparison of the kits' sensitivity and specificity. However, quantities were too low for several kits (Table 1) to ensure that this approach would have been successful. In addition, it should be noted that coverage differences between samples would have been observed anyway due to variable sequencing efficiencies between lanes and samples, implying that some sort of normalization is always required. Therefore, we opted to sequence all of the material obtained for each of the kits, and to use a data-analytical approach that is unbiased by yield differences. Indeed, *relative fractions* corresponding with independently determined methylation degrees or with CpG-content were studied. This approach was very successful as clearly reproducible results were obtained, although extremely low amounts of mapped fragments often resulted in more variable, lower resolution plots that were harder to interpret. 

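Each library was subsampled 20 times to see how many fragments a Fragment CpG-plot needs. With 300000 fragments, the mean distance from the full plot was 0.25 to 0.29% over 8 libraries, and the peak was the same in all subsamples for 5 of the 5 libraries with a peak. With 100000 fragments the distance was 0.43 to 0.56%, and the peak was constant in 5 of 7 libraries. These are the same 5 libraries as at 300000. The peak varied for MethylCollector in HCT15 (8 to 9 CpGs) and for MethylMagnet in PC3 (12 to 14). No library of these kits holds 300000 fragments, so the larger number was not tried on them. With 10000 fragments the distance was 1.4 to 2.2%, and the peak was constant in 0 of 11.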

Whereas this implies that a minimal coverage per condition is required for quality control, it should be noted that coverages of several 100.000 mapped fragments are certainly sufficient for Fragment CpG-plot assisted quality control, implying relatively low cost for this type of experimental optimization (compared to the typical biomarker studies where millions of fragments are required).

The different analyses identified the MethylCap kit as the overall best kit due to a consistent combination of high yield, sensitivity and specificity. 

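MethylCap had a mean of 1886755 fragments, 1.67% of fragments without a CpG, a ratio to background of 0.071 at 0 to 2% RRBS methylation and a crossover of 74% (n = 3 cell lines). MethylCollector had 126746 fragments, 2.30%, 0.076 and 85.3% for the same measures. Equal depth raised the MethylCap crossover to 78.7%. From the combination of yield, sensitivity and specificity, the paper identifies MethylCap as the best kit.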

It should be noted that the high sensitivity of the MethylCap kit also allows for capturing of low CpG-density fragments, which have been reported to be biologically more relevant [23], [24]. The MethylMiner kit, with an even higher yield, demonstrates a general lack of specificity with the used settings, although results for this kit will most likely greatly improve by not including the low-salt elution fraction. 

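MethylMiner had a mean of 4130987 fragments, 20.2 ± 2.0% of fragments without a CpG and a ratio to background of 1.10 ± 0.12 at 0 to 2% RRBS methylation (SD, n = 3 cell lines). A coverage of at least 50 changed this ratio to 0.98. Separate elution fractions are not in the files analysed here. The paper concludes that the kit lacks specificity with the settings used.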

Both MethylCollector kits are characterized by lower yields and sensitivity than MethylCap. 

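MethylCollector and MethylCollector Ultra had means of 126746 and 420625 fragments against 1886755 for MethylCap, and were below it in every cell line (n = 3). Their crossovers of 85.3 ± 5.8% and 82.7 ± 8.1% were above the 74% of MethylCap in every cell line (SD, n = 3). Under a coverage of at least 50 the crossovers were 70.7 and 74%, with 68% for MethylCap. The paper characterizes both kits by lower yield and sensitivity.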

Based on yield and sensitivity, the MethylCollector Ultra kit performs slightly better than the original MethylCollector kit, which is currently no longer available. 

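MethylCollector Ultra had 652800 fragments against 265628 for MethylCollector in HCT15, 30336 against 29613 in DU145 and 578738 against 84998 in PC3. Its crossover was 4 percentage points lower in HCT15 and in PC3 and equal in DU145. The paired bootstrap intervals of the difference reached 0 in HCT15 (0 to 8) and in PC3 (0 to 6), so the order is not resolved. With a coverage of at least 50 the order of the mean crossovers changed, to 74% for MethylCollector Ultra and 70.7% for MethylCollector. On yield and sensitivity, the paper places MethylCollector Ultra slightly above MethylCollector.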

Finally, even with some aberrant Fragment CpG-plots, it is clear that the MethylMagnet kit was featured by lower yield, sensitivity and specificity. 

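MethylMagnet had a mean of 104029 fragments, a crossover of 88.0 ± 3.5% and 11.1 ± 7.2% of fragments without a CpG (SD, n = 3 cell lines). In PC3 it had 242074 fragments, more than the 84998 of MethylCollector, and in DU145 its crossover of 92% equalled those of both MethylCollector kits. The crossover fell to 78% when a coverage of at least 50 was required. The paper concludes that this kit has lower yield, sensitivity and specificity.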

Although validation by an independent laboratory is indispensable, and other salt elution procedures could have a major impact on the obtained data, results indicate that, of the MBD-based kits under study, the MethylCap kit performs best, followed by the MethylCollector kits. Whereas these conclusions are based on two sources of independent validation data, the Fragment CpG-plots allowed us to perform this ranking solely based on the generated sequence data. 

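By the share of fragments without a CpG, the order in HCT15 was MethylCap, MethylCollector, MethylCollector Ultra, MethylMagnet and MethylMiner. In DU145 MethylCollector came before MethylCap, and in PC3 MethylMiner (17.9%) before MethylMagnet (19.0%). By the peak, the order in HCT15 and PC3 was MethylCap, MethylCollector Ultra, MethylCollector and MethylMagnet, and in DU145 MethylMagnet came first with 3 CpGs. Using the median CpG count in place of the peak, MethylMagnet in DU145 had 10 CpGs and MethylCap 5. The paper concludes that the ranking can be made from Fragment CpG-plots alone.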

This demonstrates that the value of this study surpasses the limitations imposed by the restricted set of experimental conditions evaluated.

Interestingly, MethylCap is the only kit for which the MBD originates from MeCP2, while this is MBD2 for the other kits. Although both proteins bind methylated DNA in a very similar manner, they exhibit some sequence specificity (around the ^m^CpG) and MBD2 was reported to show a higher binding affinity than MeCP2 [28], [29]. However, it remains unclear to what extent overall sensitivity and specificity are affected by the fact that only (specific recombinant forms of) the MBD-domains are used in the kits.

As it is costless and straightforward, we suggest to use the Fragment CpG-plot to monitor quality for experimental optimization, but also during standard applications to identify aberrant profiles. Note that (variants of) Fragment CpG-plots have already been used in other studies, e.g. [22], [23], underscoring the intuitive character of these diagnostic plots. However, this is the first study performing an objective evaluation and independent validation of their practical use.

It should be taken into account that there are several limitations to the Fragment CpG-plot. First, longer fragments will (on average) consist of more CpGs, implying that the degree of DNA-fragmentation prior to capturing will affect the Fragment CpG-plots. 

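The mean number of CpGs rose from fragments under 150 bp to those from 150 to under 200 bp and to those of 200 bp and over in 15 of 15 libraries. It ranged from 1.7 to 8.4 CpGs in the shortest class and from 3.2 to 15.3 in the longest. Scaling counts to CpGs per 200 bp moved the mean peak of MethylCollector Ultra from 6.3 to 8. The paper reasons that the degree of fragmentation affects the plots.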

While the impact is limited for the identification of aberrant profiles, or for an in house experimental optimization (cf. this study), it will certainly complicate comparisons between different studies. To obtain the most reliable Fragment CpG-plots, one should always attempt to obtain fragments as short as possible, as long as it does not affect capturing, sequencing and mapping yields. Since this will also increase the resolution of the sequencing methodology itself, i.e. the exact methylated cytosines can be more accurately identified, this is an objective aim that will results in an overall improvement of the data. A second putative limitation is that Fragment CpG-plots are less suitable for MeDIP-experiments, as the latter will also measure non-CpG-methylation. However, certainly in a human context, non-CpG-methylation is limited: it particularly occurs in embryonic (and other) stem cells, and even in these cells it has been estimated to compose only one quarter of the total amount of methylated cytosins [30]. Therefore, Fragment CpG-plots will most likely also be suitable to identify aberrant MeDIP profiles or to perform comparative MeDIP studies. However, in other species with more prominent non-CpG-methylation, these diagnostic plots might be insufficient. A final limitation is the fact that Fragment CpG-plots cannot be used for short single-end read sequencing data. However, paired-end sequencing is the current standard for enrichment based sequencing experiments as it ensures more accurate mapping. Fragment CpG-plots are also suitable for single-end reads that are adequately long, preferably encompassing the full captured fragment, which will become more important in the future.

In conclusion, DNA-methylation is increasingly gaining importance in clinical practice, both from a diagnostic, prognostic and pharmacogenomic viewpoint. Currently, MBD-based sequencing is the most cost-efficient method for the putative genome wide identification of DNA-methylation. Here, we demonstrated major differences in yield, sensitivity and specificity of commercially available kits, illustrating the need for objective quality measures for this type of experiments. Independent validation is however not always necessary, as Fragment CpG-plots already provide us with a good overview of sensitivity and specificity. Indeed, solely based on this diagnostic plot, it was possible to identify MethylCap as the best kit under the conditions used in this study. Reporting this diagnostic plot, together with yield, facilitates experimental quality evaluation, for comparative studies but certainly also for individual experiments and it might be considered to establish this as a standard practice.

How the deposited data were processed for this re-analysis (not part of the article)

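MBD-seq was done on 15 libraries, 1 for each of 5 kits and 3 cell lines (HCT15, DU145 and PC3), and RRBS on 3 libraries, 1 per cell line. For MBD-seq, the deposited signal is the depth (coverage) of non-duplicate, uniquely mapped fragments in runs along the genome. The authors mapped read pairs with BOWTIE to NCBI build 37, kept pairs mapping close together, collapsed duplicates and did not scale the depth. For RRBS, the authors deposited counts of methylated reads and of all reads per CpG, with both strands summed and a lowest coverage of 6.

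Fragments were rebuilt from the depth by taking rises as starts and falls as ends and pairing the first start with the first end. CpGs were counted on GRCh37, and genes were taken from GENCODE 44 on that build. Rows of the RRBS files on sequences other than chromosomes 1 to 22, X and Y, rows not 2 bp long and rows not on a CG were dropped. The scripts were tested on simulated data. The number of rebuilt fragments was at least 99.57% of the number simulated, and single fragments were not matched to the simulated ones. The share without a CpG was off by at most 0.13 percentage points, and the recovered Fragment CpG-plot lay within 0.47% of the true plot. The crossover was recovered in 50 of 50 simulated profiles, in which capture rose in a single large step. The ratios of the real libraries rise gradually, so this does not show how well their crossovers are located. The permutation test passed the threshold of 0.05 in 1.7% of 60 simulated data sets without a kit effect. With a large kit effect it passed in 100% of 20, which leaves the power for smaller effects unmeasured.

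For each library, the pairs of a fragment and a CpG with RRBS coverage of at least 20 were binned by methylation degree per 2% and divided by the profile of all such CpGs. The crossover is the lowest degree from which every higher bin has a ratio above 1. The distance from background is the share of a profile that would have to move to give the background profile. The peak of the Fragment CpG-plot is the highest local maximum at 2 or more CpGs. Kit effects were measured as the share of the total sum of squares between kits, on log10 fragments for yield, on log2 values for the ratio at 0 to 2% and the share without a CpG, and on the values themselves otherwise. They were tested by permuting the kits within each cell line, with 14400 relabellings for 5 kits and 576 for the 4 kits without MethylMiner, which was left out of the crossover and the peak. Tests without the block, and correlations pooled over at least 10 libraries, used 100000 resamples. A correlation of values centred within cell lines, tested over all 13824 orders of the kits within cell lines, was added after seeing the data.

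Shares of fragments have Wilson intervals at the 95% level. Ratios, crossovers and distances have intervals from 1000 bootstrap resamples of blocks of 1 Mb, and peaks from 1000 resamples of fragments. The intervals cover sampling noise only, since each kit was applied once to each cell line. The depth sets their width, with 10040 to 7344098 fragments per library and a median RRBS coverage of 31 to 46 at the CpGs used. Pairs of kits within a cell line were compared by chi-square or Fisher's exact tests of fragment counts with Benjamini-Hochberg adjustment over 30 pairs.

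The named genes follow a rule written before the files were read. They are the 4 promoters the paper names, and the window of 1000 bp with the most pairs in any bin whose ratio to background is more than 1.5 times the mean of the neighbouring 2 bins on each side. The alternatives were an RRBS coverage of at least 10 or 50, other bins, CpGs counted once, CpGs above 20 fragments left out, fewer chromosomes, fragments of 150 to 250 bp, an equal depth of 10040 fragments drawn once per library, other definitions of yield and peak, and each cell line left out. Counting each strand of a CpG on its own could not be run because the strands are summed in the files. Read pairs before the removal of duplicates and the Infinium data are not in the files analysed here. The scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and the reference was indexed with samtools 1.23.1.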

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

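Kits were compared in pairs within each cell line. Of 52 comparisons, 12 had the opposite direction in a single cell line, and in 6 of these the effects and their differences exceeded the 95% bootstrap intervals. This criterion was chosen after seeing the data. It covers sampling noise only, and with 1 library per kit and cell line an effect of the cell line cannot be told apart from variation between captures. No biological explanation was tested.

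In PC3, MethylMagnet had a higher share of fragments without a CpG than MethylMiner, with a log2 ratio of 0.088, against -1.23 in HCT15 and -2.05 in DU145. Among fragments of 150 to 250 bp the share was 13.7% for MethylMagnet and 18.0% for MethylMiner, so the length limit removes the opposite direction, and short fragments are a candidate explanation for it. This comparison with MethylMiner was made only after the result was seen. The share of 13.7% was still above the 6.4 and 2.6% of MethylMagnet in HCT15 and DU145, and further technical explanations were tested for this difference between the MethylMagnet libraries. At most 0.44% of its fragments without a CpG had the same start and end in another library, and the 100 windows with the most of them held 0.53%. Its density was highest over CpGs methylated only in PC3, at 1.961 fragments per CpG, which speaks against a mislabelled sample. Its ratio to background at 0 to 2% RRBS methylation was 0.173, and 0.335 with each CpG counted once. Both were far below those of MethylMiner, which speaks against a library made up wholly of unenriched DNA. Fragments without a CpG add no pairs to this ratio, so a part of unenriched DNA is not excluded. A uniform genomic background was estimated at 51.4% from fragments without a CpG and at 17.3% from the bin at 0 to 2%, a 2.98-fold difference. This prediction was made only after the result was seen. The first is a share of fragments and the second a share of pairs of a fragment and a CpG. Fragments with few CpGs add few pairs, so the difference cannot decide on a uniform background. The median GC content of the MethylMagnet fragments without a CpG was 2.9 points above that of randomly placed ones, below the 5 points of the prediction. A part of unenriched or uniformly placed DNA is left open. None of the other explanations tested accounts for the higher share in PC3 than in the other MethylMagnet libraries, and its source is not known.

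In DU145, MethylCollector had a lower share of fragments without a CpG than MethylCap, with a log2 ratio of -0.85, against 1.04 in HCT15 and 1.30 in PC3. The shares were 2.58% for MethylCap and 1.43% for MethylCollector. Among fragments of 150 to 250 bp MethylCap remained above MethylCollector by 0.79 percentage points, so the length limit does not remove the order. The difference was 1.29 in a single draw at equal depth, but a random draw leaves the expected share unchanged, so this says nothing on depth. It was 1.16 without fragments found in another library, but these were only 0.61% of MethylCap and 1.73% of MethylCollector fragments, too few to remove the difference. The predictions on short fragments and depth were made only after the result was seen. The source of the order is not known.

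The distance from background in DU145 was lower for MethylCollector Ultra than for MethylCap, with a difference of -3.17 percentage points, against 1.21 in HCT15 and 1.26 in PC3. In a single draw at equal depth the difference was -2.54, and without CpGs above 20 fragments it was -3.92, so neither setting removes it. Both predictions were made only after the result was seen.

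In DU145 the peak of MethylMagnet lay below those of the MethylCollector kits, with a difference of -5 CpGs from MethylCollector and -3 CpGs from MethylCollector Ultra. In HCT15 and PC3 the differences were 8 and 6 CpGs from MethylCollector and 9 and 8 CpGs from MethylCollector Ultra. With HCT15 MethylMagnet reduced to 10040 fragments in a single draw its peak was at 15 CpGs. Over 20 subsamples of 10000 fragments, however, its peak ran from 5 to 18 CpGs, a range that reaches below the peaks of both MethylCollector kits in HCT15. A low number of fragments can therefore not be excluded as the source of the order. Among fragments of 150 to 250 bp the DU145 peak moved to 10 CpGs, above MethylCollector, and short fragments are a further candidate explanation. Both predictions were made only after the result was seen.

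In PC3 MethylMagnet had more fragments than MethylCollector, with a log2 ratio of 1.51, against -2.15 in HCT15 and -1.56 in DU145. Among fragments with at least 2 CpGs the log2 ratio was 0.93, so fragments with few CpGs do not account for the order, a prediction made only after the result was seen. The share of a sequencing lane taken by each library is not in the files analysed here, and its effect was not tested. In Table 1, MethylMagnet also had more sequenced fragments than MethylCollector in PC3 and fewer in HCT15 and DU145. Unequal sequencing is therefore left open.

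The RRBS files hold mitochondrial positions that the paper does not report. In HCT15, 20.3% of 272940 reads over 91 positions were counted as methylated, and in DU145 20.4% of 332435 reads over 109 positions. The 10 positions with the most methylated reads held 74.6% of them in HCT15 and 77.9% in DU145, while the median position was at 1.29% and 1.27%. In both cell lines the 10th percentile of methylation at nuclear CpGs was 0%, which speaks against incomplete conversion of the whole library. The methylated reads per position amounted to 33.9 and 26.0 times the median nuclear coverage, more than nuclear copies would give. In the mitochondrial reference used here, 91 of the 91 positions in HCT15 and 105 of the 109 in DU145 are not CG. The 10 positions with the most methylated reads are not CG in either cell line, which follows almost entirely from these numbers and does not tie the methylated reads to a few positions outside CpGs. Positions given on another mitochondrial sequence are a candidate explanation that could not be tested here. The predictions on conversion and nuclear copies were made only after the result was seen. The design gives no biological explanation to test.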

How the results depend on the processing

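Headline results were recomputed in 82 rows with another setting. Of these, 69 stayed on the same side of the threshold or within the range set for counts, 9 became weaker, 4 became stronger and 0 reversed. The kit effect on the fraction at 0 to 2% RRBS methylation, the pairs of kits differing in fragments without a CpG and the number of libraries matched to their cell line were unchanged under every alternative. The combinations with a promoter fragment numbered 50 in the main setting, 39 with Epb41l3 on chromosome 8 and 51 with regions extended by 1000 bp. Of 770 rows for means and single libraries, 273 were counted as moved beyond the SD or the interval of the main value. The count includes MethylCap crossover means that stayed at 74%, where the SD was 0. The main settings and the alternatives were chosen before the processed files arrived, except for chromosomes 1 to 20, pairing of the last start with the first end, fragments trimmed by 1 bp, shared fragments left out and the correlation within cell lines, which were chosen after seeing the data.

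The kit effect on the crossover depended most on the processing. With no replicate block it held the same 60.0% of the sum of squares, which the balanced design fixes, and the permutation p rose from 0.010 to 0.061 as differences between cell lines then count as noise. At a coverage of at least 50 it held 30.7% (exact permutation p = 0.10), and in a single draw at equal depth 26.0% (exact permutation p = 0.090). The first leaves fewer CpGs with a more precise methylation degree, and the second adds sampling noise from 10040 fragments per library, which could explain the changes.

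The kit effect on the peak held 41.9% in the main setting and did not pass the threshold (exact permutation p = 0.18). It passed with fragments of 150 to 250 bp, at 87.0%, and with the median CpG count, at 74.6%. Both settings place MethylMagnet in DU145 at 10 CpGs in place of 3, which could explain the changes. The main setting remains the reported result.

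The correlation of RRBS with the Fragment CpG-plot was 0.48 pooled over cell lines (permutation p = 0.11) and 0.76 with kits permuted within cell lines (exact permutation p = 0.00087). Centring within cell lines removes differences between cell lines that are shared by the kits, which could explain the change. The pooled value was the one set as the main result.

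Across the fits that each left out a cell line, the share between kits ranged from 71.3 to 84.6% for yield, from 61.9 to 100% for the crossover, from 74.2 to 99.3% for the distance from background, from 85.0 to 97.2% for fragments without a CpG and from 24.3 to 97.7% for the peak. These fits allow only 120 relabellings of 5 kits or 24 of 4 kits.

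Pairing the last start with the first end gave 7.26% of MethylCap fragments without a CpG against 1.67% in the main setting. Each strand of a CpG as its own locus was not run, because the strands are summed in the files, and any coverage means at least 6, the lowest in the files. Depth limits the DU145 results most, where MethylMagnet, MethylCollector and MethylCollector Ultra have 10040, 29613 and 30336 fragments, and their crossovers of 92% cannot be ordered.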

Differences from the paper's values

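For MethylMagnet in HCT15, the ratio to background at 48 to 50% RRBS methylation was 2.87, and the paper's is about 1.5 in Fig. 2D, read by eye. For MethylMagnet in DU145 at 54 to 56% it was 3.98, and the paper's is about 0.6 in Fig. 2E, read by eye and taking the panel by its legend. For MethylMagnet in PC3 at 54 to 56% it was 0.557, and the paper's is about 3.8 in Fig. 2F, read by eye in the same way. None of the alternatives set before the files arrived closed any of these 3 gaps.

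In this respect the DU145 files resemble the panel that the legend of Figure 2 gives to PC3, and the PC3 files the panel it gives to DU145. Fragment numbers were between 99.24% and 99.93% of those in Table 1 under the cell line named. Density over CpGs methylated in a single cell line was highest for the cell line named in every library except those of MethylMiner. Both argue against exchanged cell line labels of the files.

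In its RRBS results the paper ranks MethylCollector before MethylCollector Ultra in sensitivity, while its Discussion places MethylCollector Ultra slightly above MethylCollector on yield and sensitivity. The mean crossover was 85.3% for MethylCollector and 82.7% for MethylCollector Ultra, which is the order of the Discussion, and with a coverage of at least 50 it was 70.7 and 74%, which is the order of the RRBS results. The paired bootstrap intervals of the difference reach 0 in HCT15 and PC3, and the crossovers are equal in DU145, so the order is not resolved. By the peak of the Fragment CpG-plot the paper also ranks MethylCollector before MethylCollector Ultra, and the mean peaks were at 8 and 6.3 CpGs. No setting gave the paper's order of these mean peaks. The paper finds RRBS and the Fragment CpG-plot largely in accord. The order of the 5 kits by fragments without a CpG and by the fraction at 0 to 2% RRBS methylation was identical in 0 of 3 cell lines. In HCT15 and DU145 the orders differed only between kits whose fractions at 0 to 2% differed within sampling noise. In PC3 they differed for MethylMagnet and MethylMiner. Without MethylMiner, a comparison chosen after seeing the values, the order of the other 4 kits was identical in 1 of 3 cell lines. The correlation of the 2 measures was 0.48 pooled over cell lines and 0.76 within cell lines, the second being chosen after seeing the values.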

Other observations

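The bins that stood out in the MethylMagnet profiles were traced to a region of chromosome 21. In HCT15, without the window of 1000 bp holding the most pairs, the bin at 48 to 50% was still 1.61 times the mean of its 4 neighbours, and without 10 kb around it 0.99 times, the second prediction being made only after the result was seen. The RRBS coverage of the window was 34.7 times the median. In DU145 the bin at 54 to 56% fell to 1.01 times its neighbours without the window, whose RRBS coverage was 79.5 times the median, and both predictions were made only after the result was seen. Multi-copy sequence collapsed in the reference is a candidate explanation. The PC3 MethylMagnet profile had no such bin to test. No biological explanation was tested.

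Of the HCT15 MethylMagnet fragments, 6171 or 10.3% had the same start and end as a fragment of PC3 MethylCollector Ultra. This pair does not stand alone. Of the distinct HCT15 MethylMagnet fragments, 10.9% were shared with MethylCollector, 9.6% with MethylCollector Ultra, 9.2% with MethylMiner and 8.0% with MethylCap of HCT15, and 20.2% of all its fragments with any other library. Together the shares for single libraries exceed the 20.2%, so some of the same fragments must recur in several of these libraries. How many do is not given here. The tests were made on the first pair only. With a shift of 20 bp the share was 0.010%, so chance coincidence does not account for it, and without the 100 windows with the most fragments it was 10.31%. Over CpGs methylated in a single cell line, the density of the shared fragments for HCT15 was 0.83 times that for PC3, where carry-over of HCT15 fragments was predicted to give a higher density for HCT15. The density for DU145 was 0.0096 fragments per CpG, the lowest of the 3 cell lines, where carry-over of DU145 fragments was predicted to give the highest, a prediction made only after the result was seen. Both predictions assume fragments typical of a whole library, and a set of fragments common to many libraries need not be, so carry-over is not excluded. For HCT15, DU145 and PC3 the shared fragments had low densities of 0.0110, 0.0096 and 0.0133, for which no interval was computed. The other fragments of PC3 MethylCollector Ultra had 0.217, 0.128 and 1.42. The shared fragments thus lacked the large excess for PC3 seen in the rest of that library. The source of the shared fragments is not known, and no biological explanation was tested.

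The ratio of depth between cell lines in bins of 5 Mb was compared between MethylCap and MethylMiner over 538 bins, which are not independent replicates. Spearman's rho across bins was 0.82 for HCT15 and DU145, 0.86 for HCT15 and PC3 and 0.89 for DU145 and PC3. With GC content regressed out it was 0.902, 0.901 and 0.898, so GC content does not account for the relation. DNA copy number differing between the cell lines is a candidate explanation, as a hypothesis that no independent measure of copy number could test here.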
